A study of Mus musculus with 26 samples.

How the data were processed

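RNA was sequenced from antigen-presenting cells sorted by flow cytometry from mice labelled mTORΔAPC (called KO) and from wild-type littermates (WT). The table held 26 libraries in 10 groups, made of 5 cell types and 2 genotypes. Per the labels, total RNA was purified with the RNeasy Micro kit and had an RNA integrity number above 8.5. Libraries were prepared with Clontech and Nextera XT protocols.

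Per the submitters' processing notes, reads were aligned with STAR 2.3.1s to mm10, counted per gene with HTSeq and normalized with DESeq2 1.10.1. The HTSeq version, the gene annotation and the strand setting were not given in the sources used here. The deposited values were DESeq2-normalized counts, a signal per gene symbol and library in which each read count had been divided by the library's size factor. The table listed 23420 symbols, of which 17706 were above 0 in at least 1 library. Each library's size factor was recovered from the steps between its values, and 100% of the values were then whole reads within a tolerance of 1e-06 reads. The size factors lay between 0.754 and 1.48. The recovered totals lay between 7.37 and 14.1 M reads per library, and 12992 to 14407 genes were above 0 in each. Of the symbols, 21988 matched a name in the GENCODE M21 or RefSeq tables, which gave the positions used. Where a gene has near-identical copies, an overlapping neighbour or a pseudogene, its count depends on how shared reads were assigned, which was not given.

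The design was fixed before the data were examined and assumed normalized counts as the unit. The deposited signal was therefore tested as log2(normalized count + 1) with limma 3.58.1 in R 4.3.3. A gene was tested when its normalized count was at least 10 in at least 2 libraries, which left 13311 genes. A mean was fitted for each of the 10 groups over all 26 libraries, with empirical Bayes moderation and a mean-variance trend. Each cell type's KO was compared with its WT, followed by the mean KO effect over the 5 cell types. WT cell types were compared in 4 pairs, and the same 4 pairs served for tests of whether the KO effect differed. Benjamini-Hochberg adjustment was made within each contrast, and genes with an adjusted p under 0.05 were called. Errors beside log2 fold changes are the moderated standard errors, and errors beside normalized counts are SDs between libraries. The p-values measure spread between samples, since nothing in the labels says whether samples came from separate animals.

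Before the data were examined, 29 gene lists were fixed, 16 of functions and 13 of cell type markers. The function lists were mTOR pathway components, lysosome and autophagy, glycolysis, cholesterol synthesis, fatty acid synthesis, fatty acid oxidation, lipid uptake with storage and efflux, oxidative phosphorylation, ribosome biogenesis, amino acid synthesis with ATF4 targets, cell cycle, antigen presentation with costimulation, cytokines and chemokines, interferon-stimulated genes, alternative activation, and immediate-early with heat-shock stress. The marker lists were those of alveolar macrophages, cDC1, cDC2, conventional DCs in general, monocytes and macrophages, T cells, B cells, NK cells, neutrophils, eosinophils with basophils and mast cells, plasmacytoid DCs, lung epithelium with endothelium and stroma, and erythroid cells. Several lists share members, such as Mrc1, Apoe and Ccl17. Lists with at least 5 tested genes were tested with camera in limma at a preset correlation of 0.01. This left 28 lists and 140 tests adjusted together, since the erythroid list held only Alas2 and Slc4a1. For each list, members called over all tested genes were counted, as were members called when p was adjusted over the list alone.

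The genes named were chosen by a rule set before the data were examined. In each KO comparison, Mtor, Il23a, Il6, Il1b, Il12b and Ccl17 were named whatever their values. To these were added the 6 largest rises and 6 largest falls among called genes with no overlap between KO and WT libraries and a mean of at least 50, without gene models and non-coding identifiers. Up to 4 members with the smallest p were named for each described list. For the mean effect, the 10 called genes with the smallest p were named in each direction. The WT contrasts used the same rule of 6 rises and 6 falls, and each difference between KO effects named the 5 smallest p in each direction. Genes named outside this rule are marked as chosen after their values were seen.

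The steps were tested on simulated data built from the deposited libraries, with 200 changed genes among 13088 in each of 10 draws. A 2-fold change was recovered in 52.2% of cases in spleen CD8a DCs and 50.7% in spleen CD11b DCs, with 2 libraries per genotype. With 3 libraries it was recovered in 73.4% of cases in lung CD11b DCs, 76.1% in alveolar macrophages and 75.5% in inflammatory DCs. A 4-fold change was recovered in 91.2%, 92.1%, 97.0%, 98.0% and 97.1% of cases, in the same order. Of the simulated calls 10.2%, 7.92%, 6.02%, 6.41% and 5.39% were false, which is above the 5% sought.

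The alternatives fixed before the data were examined were pseudocounts of 8 and 0.25, no filter, a mean of at least 50, quantile normalization, scaling to the 75th percentile, sample weights, robust moderation, fits on only the groups compared, and leaving out each library in turn. Lists were also tested with camera at an estimated correlation and with fry. On the recovered reads, edgeR 4.0.16 (quasi-likelihood, TMM) and DESeq2 1.42.0 were run as alternatives. In the order spleen CD8a, spleen CD11b, lung CD11b, alveolar macrophage and inflammatory DC, edgeR called 537, 148, 3382, 2123 and 449 genes, and DESeq2 called 801, 361, 3654, 2367 and 645. Further alternatives were chosen after seeing the data. They left out Y-linked genes and Xist, left out genes within 10 Mb of Mtor, or left out the libraries that held reads of both sexes. Another added a term for the 3 lung CD11b DC libraries with the fewest detected genes. Another held spleen libraries of equal genotype and replicate number as 1 block, as if they shared their mice. Other splits of the libraries were refitted wherever both groups held 3. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. All columns of the table were used.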

Results

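RNA sequencing measured gene expression in antigen-presenting cells from mTORΔAPC mice (KO), labelled as lacking the kinase mTOR in antigen-presenting cells, and from wild-type littermates (WT). Dendritic cells (DCs) take up antigen and present it to T cells, and alveolar macrophages clear particles and surfactant from the airspaces. Spleen CD8a DCs, known as cross-presenting cells, and spleen CD11b DCs had 2 libraries per genotype. Lung CD11b DCs, alveolar macrophages and inflammatory DCs had 3 libraries per genotype. The inflammatory DCs came from lungs of mice given intranasal house dust mite extract, an allergen (25 µL at 1 mg/mL in repeated weekly doses, day 17 in the sample labels and day 18 in the protocol). The other cells were taken at steady state. The 26 libraries held 7.37 to 14.1 M counted reads. In a principal component analysis of the log2 values, the first component held 46.8% of the variance and the second 16.1%.

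Mtor, the gene targeted in these mice, lies on chromosome 4 at positions 148448582 to 148557685 of GRCm38/mm10 and is annotated as protein coding. Its normalized count in spleen CD8a DCs was 405.2 ± 30.4 in WT and 54.2 ± 20.1 in KO (SD, 2 libraries each), a log2 fold change of -2.93 ± 0.27 (limma, adjusted p = 5.27e-08). In spleen CD11b DCs it was 375.2 ± 29.0 in WT and 72.8 ± 13.9 in KO, a change of -2.36 ± 0.27 (adjusted p = 2.29e-05). In alveolar macrophages it was 360.2 ± 27.5 in WT and 89.1 ± 16.4 in KO (SD, 3 libraries each), a change of -2.02 ± 0.22 (adjusted p = 3.66e-07). The change was smaller in lung CD11b DCs, with 412.0 ± 57.5 in WT, 260.9 ± 79.9 in KO and a log2 fold change of -0.70 ± 0.22 (adjusted p = 0.0205). The 3 KO lung CD11b DC libraries held 297.5, 316.0 and 169.3. Without WT replicate 1 the change was -0.59 (adjusted p = 0.0875), without KO replicate 3 it was -0.42 (adjusted p = 0.156), and with sample weights it was -0.70 (adjusted p = 0.112). With a term for the libraries with fewer detected genes, chosen after the data were seen, it was -0.63 (adjusted p = 0.0515). In inflammatory DCs Mtor was 361.7 ± 36.6 in WT and 216.7 ± 19.9 in KO, a difference of -0.74 ± 0.22 that was not called (adjusted p = 0.0668). There it was called by edgeR (adjusted p = 0.048) and DESeq2 (adjusted p = 0.016), with sample weights (adjusted p = 0.028) and with a pseudocount of 8 (adjusted p = 0.048). Every KO library was below every WT library of its cell type. The labels give neither the allele nor the deleted exons, so a count over the whole gene may cover exons outside the deletion.

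**Figure D1:**
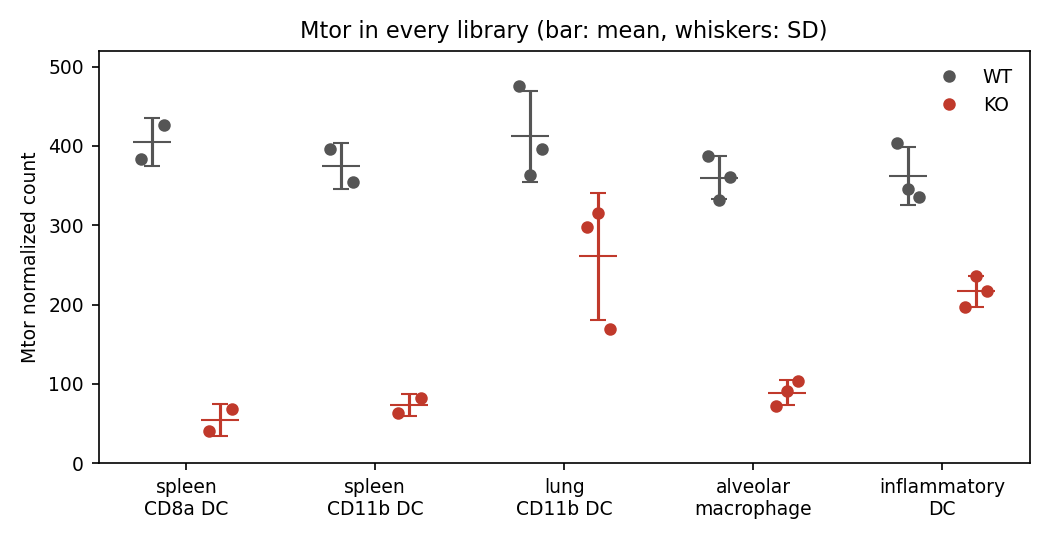
Mtor normalized count (linear axis from 0) in each of the 26 libraries, by cell type and genotype; points are libraries, bars means and whiskers SDs. KO means were 54.2 in spleen CD8a DCs and 260.9 in lung CD11b DCs.

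Reads of sex-linked genes differed between libraries. The summed normalized count of the Y-linked genes Ddx3y, Eif2s3y, Uty and Kdm5d was at most 2.3 in every WT library of the steady-state cells. It was 977.3 and 3049.2 in KO spleen CD8a DCs, 932 and 3295.1 in KO spleen CD11b DCs, and 1711.4, 659.5 and 2135.8 in KO alveolar macrophages. In KO lung CD11b DCs it was 1317.7, 0.8 and 1.3. All inflammatory DC libraries held Y-linked reads, from 1419.8 to 2523 in WT and from 2080.8 to 2429.3 in KO. Xist, transcribed from the inactive X chromosome of females, was 3619.7 and 12 in KO spleen CD8a DCs and 717.5, 5.8 and 5 in WT inflammatory DCs. Sex therefore went with genotype in the spleen and alveolar macrophage comparisons. It also went with cell type between inflammatory and lung CD11b DCs, since WT lung CD11b DC libraries held Y-linked sums of at most 1.6 and Xist from 3572.8 to 3761.4.

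Spleen CD8a DCs of KO and WT mice were compared to ask which transcripts differ in this resident subset. Of 23 monocyte and macrophage markers 15 fell, 0 rose and 8 were not called, and 16 fell when adjusted over the list alone. Csf1r, the receptor for macrophage colony-stimulating factor, fell from 4636.2 to 787.0 (log2 fold change -2.54 ± 0.15, adjusted p = 6.6e-11). Emr1, which encodes F4/80, changed by -3.10 ± 0.21 (adjusted p = 5.7e-10) and the complement gene C1qb by -4.27 ± 0.36 (adjusted p = 1.2e-08). The list had a median of -2.13 and a camera adjusted p = 1.43e-28, and it kept its call with an estimated correlation (adjusted p = 0.00144). Genes of splenic red pulp macrophages, chosen after their values were seen, stood high in WT. Vcam1, an adhesion molecule, was 7009.6 and 12464.2 in WT and 1058.3 and 799.8 in KO. The heme-regulated factor Spic was 1460.3 and 1989.9 in WT and 55.8 and 63.6 in KO.

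Of 24 genes of lipid uptake, storage and efflux 12 fell and 0 rose in KO spleen CD8a DCs, and 13 fell and 2 rose when adjusted over the list alone (camera adjusted p = 1.02e-09, adjusted p = 0.06 with an estimated correlation). Lpl, lipoprotein lipase, changed by -4.33 ± 0.26 (adjusted p = 6.6e-11), and Nr1h3, the oxysterol receptor LXRα, by -4.52 ± 0.31 (adjusted p = 4.3e-10). Apoe, an apolipoprotein also among the macrophage markers, changed by -2.22 ± 0.25 (adjusted p = 1.9e-06). In the lysosome and autophagy list 8 of 35 fell and 1 rose (adjusted over the list alone, 9 and 1), among them the protease Ctsd (-2.71 ± 0.32, adjusted p = 3.5e-06) and Lamp1 (-1.22 ± 0.17, adjusted p = 2.4e-05). The list had a camera adjusted p = 0.000754 and adjusted p = 0.527 with an estimated correlation. In the alternative activation list 6 of 23 fell and 1 rose (adjusted over the list alone, 6 and 2), with Mrc1, the mannose receptor, at -4.28 ± 0.19 (adjusted p = 5.2e-13), a list median of 0.00 and a mean of -0.61. Its test gave a camera adjusted p = 0.0177 and adjusted p = 0.335 with an estimated correlation. Mrc1 and Lpl also stand in the alveolar macrophage markers, of which 8 of 21 fell and 2 rose (adjusted over the list alone, 8 and 2; camera adjusted p = 0.000754, adjusted p = 0.432 with an estimated correlation). Among cDC2 markers 4 of 18 fell, including Sirpa (-1.86 ± 0.17, adjusted p = 4.8e-08), and 1 rose (adjusted over the list alone, 4 and 1; camera adjusted p = 0.0216, adjusted p = 0.287 with an estimated correlation).

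Other lists called in spleen CD8a DCs had 0 to 2 called members. Oxidative phosphorylation was called as lower with 0 of 41 members called, also when adjusted over the list alone (camera adjusted p = 0.00518, adjusted p = 0.663 with an estimated correlation). B cell markers were called as lower with 2 of 11 lower, or 3 when adjusted over the list alone (camera adjusted p = 0.000395, adjusted p = 0.229 with an estimated correlation). Of 5 eosinophil, basophil and mast cell markers 1 fell, or 2 when adjusted over the list alone (camera adjusted p = 0.0359, adjusted p = 0.298 with an estimated correlation). In ribosome biogenesis 1 of 26 rose, or 2 when adjusted over the list alone (camera adjusted p = 0.00959, adjusted p = 0.287 with an estimated correlation). Among immediate-early and heat-shock genes 2 of 23 rose, also when adjusted over the list alone (camera adjusted p = 2.12e-05, adjusted p = 0.399 with an estimated correlation). Of the interferon-stimulated genes 2 of 28 rose, and when adjusted over the list alone 5 rose and 2 fell (camera adjusted p = 0.0485, adjusted p = 0.722 with an estimated correlation).

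Single genes with the largest falls in spleen CD8a DCs included the glutamate transporter Slc1a3 (-6.08 ± 1.00, adjusted p = 0.000301), the activating receptor Pilrb1 (-5.60 ± 0.28, adjusted p = 3.46e-12; near-identical relatives may share its reads) and the potassium channel Kcnj10 (-5.53 ± 0.98, adjusted p = 0.00069). Slc45a3 changed by -5.51 ± 0.88, the kinase Dmpk by -5.43 ± 0.78 and the receptor phosphatase Ptprm by -5.37 (adjusted p = 0.000196, 4.82e-05 and 0.0348). Ptprm was not called without WT replicate 2 (adjusted p = 0.23) or KO replicate 1 (adjusted p = 0.34), nor with a pseudocount of 0.25, no filter, sample weights or edgeR (adjusted p = 0.1, 0.052, 0.066 and 0.076). The largest rise was in Ddx3y (0.4 to 1051.5), followed by Eif2s3y, Uty and Kdm5d, which were at 0 in WT and at 423.6, 298.4 and 239.7 in KO. Cox6a2, a cytochrome c oxidase subunit, rose by 3.21 ± 0.66 (adjusted p = 0.00309). Itgae, the integrin chain CD103 of cDC1, rose to 3457.9 ± 406.5 (2.73 ± 0.67, adjusted p = 0.0149), though it was not called when any 1 of the 4 libraries was left out (adjusted p = 0.0627 to 0.13). Of the cytokines followed, Il12b was at 0.65 ± 0.48, Il6 at 0.21 ± 0.67 and Ccl17 at 0.41 ± 0.51, none called (adjusted p = 0.563, 0.953 and 0.79). Il23a was at 0 in all 4 libraries. Il1b, which encodes the inflammasome product interleukin-1β, was at 0.93 ± 0.29 (adjusted p = 0.0629), and was called by DESeq2 (adjusted p = 0.036) and without WT replicate 1 (1.21, adjusted p = 0.046).

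In total limma called 683 genes in KO against WT spleen CD8a DCs, 200 higher and 483 lower, and 476 changed more than 2-fold. The count was 369 without KO replicate 1 and 423 without KO replicate 2. A fit on these 4 libraries alone called 0 genes in limma, with 2253 at an unadjusted p under 0.05, while edgeR on all libraries called 537 and DESeq2 801.

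Spleen CD11b DCs of KO and WT mice were compared with the same question for the other conventional subset. Angptl7, an angiopoietin-like secreted protein, rose from 6.0 to 320.7 (log2 fold change 5.70 ± 0.60, adjusted p = 8.5e-06). It lies within the Mtor locus, and the strand setting of the counting was not given, so its count is uncertain. Plcb1, a phospholipase C, rose from 2.6 to 129.0 (5.20 ± 0.39, adjusted p = 5.2e-08). Ddx3y, Eif2s3y, Uty and Kdm5d were at 0 in WT and at 1085.2, 501.5, 309.7 and 217.1 in KO, and were not called without KO replicate 2 (adjusted p = 0.072, 0.098, 0.088 and 0.0915). With edgeR Uty and Kdm5d were not called either (adjusted p = 0.063 and 0.0614). Besides Mtor, the largest falls included Rab6b, a Golgi GTPase (-4.74 ± 0.80, adjusted p = 0.0026), Gp2 (-4.34 ± 0.83, adjusted p = 0.00738), Miip (-1.04 ± 0.19, adjusted p = 0.00546) and the cytokine signalling inhibitor Socs2 (-1.02 ± 0.22, adjusted p = 0.0179). Rab6b was not called without KO replicate 2 (adjusted p = 0.072), and Miip not without KO replicate 1 (0.077) or KO replicate 2 (0.068). Gp2 was not called in 3 of the 4 fits that left out 1 library (adjusted p = 0.0503 to 0.13), nor by DESeq2 (adjusted p = 0.084) or with a pseudocount of 0.25 (adjusted p = 0.087). Socs2 was called in none of these 4 fits (adjusted p = 0.084 to 0.17).

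Among interferon-stimulated genes 1 of 28 rose in KO spleen CD11b DCs, and 9 rose when adjusted over the list alone (camera adjusted p = 9.67e-11, adjusted p = 0.287 with an estimated correlation). The 1 was Ifi44 (4.01 ± 0.87, adjusted p = 0.017), not called without WT replicate 2 or either KO replicate (adjusted p = 0.13 to 0.27), nor with a pseudocount of 0.25 (adjusted p = 0.0901). The list's median was 0.68, with library medians of 0.737 and 0.712 above WT. Of the monocyte and macrophage markers 2 of 23 rose (2 when adjusted over the list alone), with Csf1r at 0.87 ± 0.15 (adjusted p = 0.0037), not called without KO replicate 1 (adjusted p = 0.09). That list had a camera adjusted p = 0.0121 and adjusted p = 0.439 with an estimated correlation. Jund was the 1 of 23 immediate-early and heat-shock genes that rose (0.71 ± 0.15, adjusted p = 0.015; 2 when adjusted over the list alone), and it was not called without WT replicate 2 or either KO replicate (adjusted p = 0.09 to 0.39). Its list had a camera adjusted p = 1.33e-05 and adjusted p = 0.39 with an estimated correlation. In oxidative phosphorylation 0 of 41 members passed, and 4 fell when adjusted over the list alone (camera adjusted p = 3.81e-12, adjusted p = 0.287 with an estimated correlation). Cholesterol synthesis was called as lower with 0 of 23 members called (camera adjusted p = 0.000113, adjusted p = 0.472 with an estimated correlation). Lipid uptake, storage and efflux was called as higher with 0 of 24 (camera adjusted p = 0.0385, adjusted p = 0.479 with an estimated correlation). For neither did this change when adjusted over the list alone. B cell markers were called as lower with 0 of 11 called, or 1 when adjusted over the list alone (camera adjusted p = 0.0121, adjusted p = 0.335 with an estimated correlation).

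In spleen CD11b DCs Il12b (0.26 ± 0.48), Il1b (0.06 ± 0.29), Il6 (0.05 ± 0.67), Ccl17 (0.02 ± 0.51) and Il23a (0 in WT, 1.5 in KO) were not called. In total 202 genes were called, 171 higher and 31 lower, with 97 changed more than 2-fold. The count was 70 without WT replicate 2, 46 without KO replicate 1 and 28 without KO replicate 2, against 652 with sample weights and 361 by DESeq2. A fit on these 4 libraries alone called 0 genes in limma, with 2148 at an unadjusted p under 0.05, while edgeR on all libraries called 148.

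Lung CD11b DCs of KO and WT mice were compared to ask which transcripts differ in this steady-state subset, which takes up inhaled antigen. Interferon-stimulated genes, the antiviral program induced by interferons, rose together: 28 of 28 rose, also when adjusted over the list alone. Ifit2 rose from 201.4 to 4431.2 (log2 fold change 4.47 ± 0.29, adjusted p = 6.5e-10), and Oasl1 from 32.6 to 1294.1 (5.30 ± 0.36, adjusted p = 8.8e-10). Bst2, which tethers budding virions, rose by 2.09 ± 0.14 (adjusted p = 1.2e-09), and the nucleic acid sensor Zbp1 by 2.48 ± 0.18 (adjusted p = 2.5e-09). The list's median was 2.61, and the 3 KO libraries had medians of 2.59, 2.70 and 2.65 above WT. Its call (camera adjusted p = 1.56e-36) was kept with an estimated correlation (adjusted p = 0.0319).

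Of 34 cytokines and chemokines 17 rose and 2 fell in KO lung CD11b DCs (adjusted over the list alone, 21 and 3; camera adjusted p = 2.85e-08, adjusted p = 0.102 with an estimated correlation). Il1rn, the interleukin-1 receptor antagonist, rose from 344.8 to 6980.5 (4.33 ± 0.30, adjusted p = 1.1e-09), the macrophage growth factor Csf1 by 4.38 ± 0.36 (adjusted p = 7.3e-09) and the interferon-induced chemokine Cxcl10 by 3.38 ± 0.37 (adjusted p = 4.5e-07). In the lysosome and autophagy list 24 of 35 rose and 0 fell (adjusted over the list alone, 26 and 1), among them the protease Ctsz (0.95 ± 0.10, adjusted p = 4.9e-07), Gpnmb (4.88 ± 0.55, adjusted p = 7e-07) and Lamp1 (1.08 ± 0.14, adjusted p = 3.4e-06). This list had a camera adjusted p = 7.63e-12 and adjusted p = 0.239 with an estimated correlation. Of 28 genes of amino acid synthesis and ATF4 targets 11 rose and 2 fell (adjusted over the list alone, 12 and 2), including the amino acid transporter Slc7a5 (1.52 ± 0.15, adjusted p = 6.7e-08) and asparagine synthetase Asns (3.44 ± 0.45, adjusted p = 4.8e-06). The amino acid list had a camera adjusted p = 0.000754 and adjusted p = 0.287 with an estimated correlation. In glycolysis 8 of 19 rose and 2 fell (adjusted over the list alone, 9 and 3), with Hk3 at 1.15 ± 0.15 (adjusted p = 7.3e-06). The glycolysis list had a camera adjusted p = 0.0436 and adjusted p = 0.439 with an estimated correlation. Among monocyte and macrophage markers 9 of 23 rose and 2 fell (adjusted over the list alone, 11 and 3; camera adjusted p = 0.01, adjusted p = 0.432 with an estimated correlation). Ly6c2, a marker of inflammatory monocytes with near-identical relatives, rose by 5.25 ± 0.44 (adjusted p = 1.2e-08), and the scavenger receptor Cd163 fell by 3.44 ± 0.39 (adjusted p = 8.2e-07).

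Other lists called in lung CD11b DCs had fewer called members. In oxidative phosphorylation 5 of 41 rose and 1 fell (5 and 1 when adjusted over the list alone; camera adjusted p = 0.0392, adjusted p = 0.724 with an estimated correlation). Cycs, cytochrome c, rose by 0.60 ± 0.10 (adjusted p = 0.00016). In fatty acid synthesis 5 of 17 fell (6 when adjusted over the list alone; camera adjusted p = 0.0385, adjusted p = 0.578 with an estimated correlation). Acss2, acetyl-CoA synthetase, changed by -1.53 ± 0.35 (adjusted p = 0.0025). In the cell cycle list 6 of 29 fell (4 when adjusted over the list alone; camera adjusted p = 0.0324, adjusted p = 0.724 with an estimated correlation). The proliferation marker Mki67 changed by -0.75 ± 0.15 (adjusted p = 0.00064).

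The largest single rises in lung CD11b DCs were in Slfn4 (8.7 to 3865.6; log2 fold change 8.83 ± 0.76), Inhba, a subunit of activin A (8.10 ± 0.36), Ifi44 (6.64 ± 0.71), Irg1, the enzyme that makes itaconate (5.66 ± 0.63), complement factor Cfb (5.33 ± 0.31) and the chemokine Cxcl11 (5.33 ± 0.66). Their adjusted p values were 1.5e-08, 8.1e-13, 3.7e-07, 6.4e-07, 9.3e-11 and 2.7e-06. The largest falls were in the prostaglandin E receptor Ptger3 (156.2 to 1.0; -6.61 ± 0.55), Rab6b (-6.36 ± 0.66), Upb1 (-5.41 ± 0.87), the transporter Abca6 (-5.22 ± 1.03), the Wnt receptor Fzd4 (-5.08 ± 0.76) and Mamdc2 (-5.01 ± 0.73). Their adjusted p values were 9.4e-09, 2.1e-07, 6.6e-05, 0.00064, 3.1e-05 and 2.1e-05. Upb1 and Abca6 were not called in a fit on these 6 libraries alone (adjusted p = 0.0508 and 0.0753). Il12b, the p40 chain of interleukins 12 and 23, rose from 233.2 ± 88.2 to 750.8 ± 176.9 (1.73 ± 0.39, adjusted p = 0.00226), and was not called with sample weights (1.55, adjusted p = 0.057). Ccl17, a chemokine for T cells, was 2173.9 ± 583.4 in WT and 4379.0 ± 1223.9 in KO (1.01 ± 0.42, adjusted p = 0.0783), and was called by edgeR (adjusted p = 0.037), with a pseudocount of 8 (adjusted p = 0.042) and with the term for detected genes (1.205, adjusted p = 0.0476). Il1b (0.48 ± 0.24, adjusted p = 0.138), Il6 (0.31 ± 0.55, adjusted p = 0.723) and Il23a (-0.11 ± 0.97, adjusted p = 0.954) were not called. Il1b was called without WT replicate 1 (0.73, adjusted p = 0.035), and Il23a stood above 0 in several other settings.

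In total 3471 genes were called in lung CD11b DCs, 1602 higher and 1869 lower, with 1564 changed more than 2-fold. The count was 1897 with sample weights and 856 in a fit on these 6 libraries alone. Another split of the same 6 libraries, with WT replicate 3 and KO replicates 2 and 3 against WT replicates 1 and 2 and KO replicate 1, gave 1013. The former 3 libraries had 12992 to 13173 detected genes and 11.5 to 14.1 M reads, the latter 13876 to 14407 genes and 9.11 to 9.74 M reads. With a term for this difference, chosen after the data were seen, limma called 3065 genes, 1583 higher and 1482 lower. In that fit 28 of 28 interferon-stimulated genes rose, with a list median of 2.498.

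**Figure D2:**
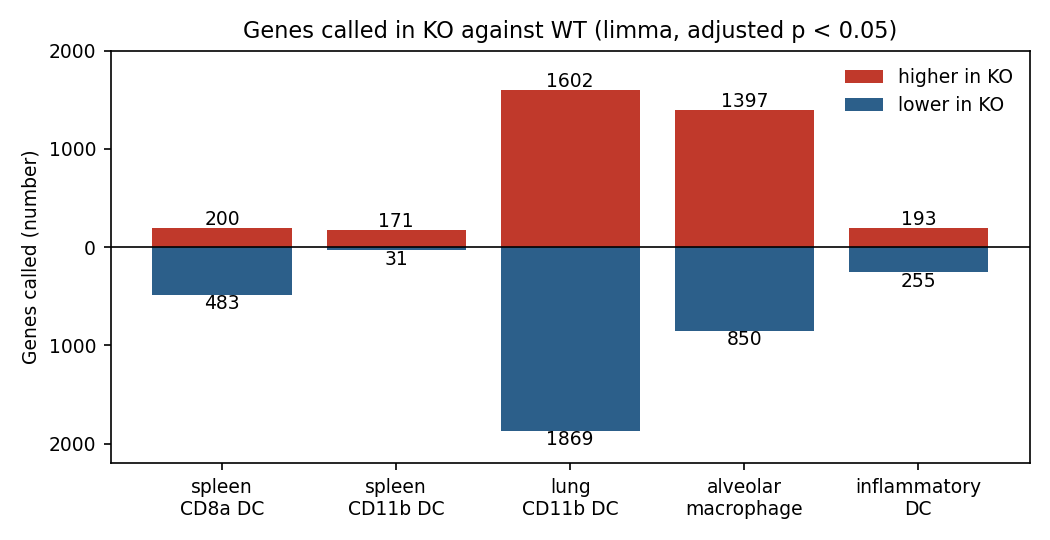
Number of genes called higher (upward bars) and lower (downward bars) in KO than in WT for each cell type (limma, adjusted p under 0.05). Lung CD11b DCs had 1602 higher and 1869 lower, and spleen CD11b DCs 171 and 31.

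Alveolar macrophages of KO and WT mice were compared to ask which transcripts differ in the resident phagocyte of the airspace. Here too interferon-stimulated genes rose: 27 of 28 rose, also when adjusted over the list alone. Oas2 rose from 11.1 to 497.2 (log2 fold change 5.22 ± 0.29, adjusted p = 4.7e-12), the deconjugating protease Usp18 by 4.34 ± 0.26 (adjusted p = 1.8e-11), Rtp4 by 4.57 ± 0.28 (adjusted p = 3.5e-11) and Oasl2 by 4.57 ± 0.31 (adjusted p = 2.1e-10). The camera call (adjusted p = 3.68e-31) was kept with an estimated correlation (adjusted p = 0.0444). The list's median was 2.67, or 2.63 with Ifi44, at 0 in WT, set against a floor of 3 per library. Of 16 T cell markers, low in count, 9 rose and 0 fell in the same libraries (10 and 0 when adjusted over the list alone; camera adjusted p = 0.000121, adjusted p = 0.287 with an estimated correlation). Among them were the T cell receptor chain Cd3g (1.5 to 18.6; 2.94 ± 0.54, adjusted p = 0.00031) and the kinase Lck (4.5 to 38.6; 2.90 ± 0.52, adjusted p = 0.00023). The KO libraries with interferon list medians of 1.86, 2.77 and 3.35 held Cd3e at 13.3, 28.7 and 38.4 and C1qa at 53.1, 91.4 and 186.4, genes chosen after their values were seen.

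Of 34 cytokines and chemokines 15 rose and 2 fell in KO alveolar macrophages (adjusted over the list alone, 15 and 4; camera adjusted p = 0.00128, adjusted p = 0.329 with an estimated correlation). The rises included Csf1 (19.6 to 1171.9, log2 fold change 5.85 ± 0.36, adjusted p = 2.8e-11), Ccl9 (4.08 ± 0.28, adjusted p = 2.2e-10) and Ccl5 (2.87 ± 0.23, adjusted p = 3.9e-09). Among cDC2 markers 9 of 18 rose and 1 fell (adjusted over the list alone, 9 and 2; camera adjusted p = 0.000588, adjusted p = 0.109 with an estimated correlation). The integrin chain Itgam, CD11b, rose from 95.3 to 1443.8 (3.96 ± 0.25, adjusted p = 5.6e-11) and Cd300a by 2.28 ± 0.12 (adjusted p = 1.1e-12). Of 23 monocyte and macrophage markers 10 rose and 1 fell (adjusted over the list alone, 11 and 2; camera adjusted p = 2.37e-05, adjusted p = 0.239 with an estimated correlation), including Apoe (2.45 ± 0.21, adjusted p = 7.8e-09). Of 16 markers of conventional DCs 4 rose (5 when adjusted over the list alone; camera adjusted p = 0.0121, adjusted p = 0.441 with an estimated correlation), including Itgax, CD11c (0.92 ± 0.11, adjusted p = 2.3e-06). In the lysosome and autophagy list 11 of 35 rose and 1 fell (adjusted over the list alone, 14 and 1), including Ctsz (0.83 ± 0.10, adjusted p = 2.7e-06) and Fnip2, a partner of folliculin (1.46 ± 0.23, adjusted p = 5.3e-05). The lysosome list had a camera adjusted p = 0.000995 and adjusted p = 0.533 with an estimated correlation.

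In KO alveolar macrophages 7 of 25 genes of fatty acid oxidation fell and 2 rose (adjusted over the list alone, 11 and 2; camera adjusted p = 0.000121, adjusted p = 0.109 with an estimated correlation). The falls included Cpt1a, which imports fatty acids into mitochondria (-0.69 ± 0.14, adjusted p = 0.00071). In cholesterol synthesis 5 of 23 fell (5 when adjusted over the list alone; camera adjusted p = 0.000224, adjusted p = 0.479 with an estimated correlation), including Mvd (638.6 to 327.3, adjusted p = 0.0033). In the amino acid and ATF4 list 8 of 28 fell and 2 rose (adjusted over the list alone, 8 and 2; camera adjusted p = 0.0143, adjusted p = 0.418 with an estimated correlation), with Slc7a5 at -1.42 ± 0.15 (adjusted p = 1.8e-07). In the cell cycle list 6 of 29 fell (8 when adjusted over the list alone; camera adjusted p = 2.53e-06, adjusted p = 0.468 with an estimated correlation), including the replication helicase subunit Mcm3 (-0.81 ± 0.15, adjusted p = 0.0003). Among immediate-early and heat-shock genes 6 of 23 fell (6 when adjusted over the list alone; camera adjusted p = 0.0473, adjusted p = 0.673 with an estimated correlation), including Fos (-0.83 ± 0.14, adjusted p = 0.00019). Lipid uptake, storage and efflux was not called as a list, with 6 of 24 higher and 4 lower, and neither was fatty acid synthesis, with 3 of 17 higher and 2 lower (adjusted over the list alone, 6 and 4, and 4 and 4). Their camera adjusted p values were 0.667 and 0.773.

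Among single genes in alveolar macrophages, Inhba rose from 13.7 ± 3.7 to 4874.4 ± 562.9 (8.40 ± 0.36, adjusted p = 8.1e-14) and the secreted glycoprotein gene Fstl1 from 35.5 ± 3.1 to 9290.4 ± 1266.9 (7.99 ± 0.56, adjusted p = 2.9e-10). Chst11, a chondroitin sulfotransferase, rose by 7.14 ± 0.31 (adjusted p = 8.1e-14). The Y-linked Ddx3y (0.4 to 697.8), Eif2s3y (1.1 to 445.0) and Uty (0 to 224.4) complete the 6 largest rises. Il6, a proinflammatory cytokine, fell from 201.9 ± 25.6 to 20.2 ± 19.0 (-3.67 ± 0.55, adjusted p = 2.96e-05). Egfem1 changed by -3.42 ± 0.63, Cd300lg by -3.31 ± 0.52 and the copine Cpne5 by -3.27 ± 0.63 (adjusted p = 0.00037, 5.9e-05 and 0.00054). The epidermal growth factor family member Ereg changed by -3.39 ± 1.04 (adjusted p = 0.0243) and the adhesion receptor Lphn3 by -3.07 ± 0.87 (adjusted p = 0.0158). Ereg was not called in 5 of the 6 fits that left out 1 library (adjusted p = 0.057 to 0.12) or with a pseudocount of 0.25, edgeR or DESeq2 (adjusted p = 0.1, 0.074 and 0.49). Lphn3 was not called without WT replicate 1 (adjusted p = 0.0503) or KO replicate 1 (adjusted p = 0.054), or with a pseudocount of 0.25 (adjusted p = 0.078).

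Of the other cytokines followed in alveolar macrophages, Ccl17 rose from 56.9 ± 4.2 to 252.8 ± 50.5 (2.11 ± 0.42, adjusted p = 0.000716) and Il12b from 13.4 ± 3.6 to 31.2 ± 9.5 (1.15 ± 0.39, adjusted p = 0.0469). Il12b was not called in 4 of the 6 fits that left out 1 library (adjusted p = 0.11 to 0.18), nor with a pseudocount of 8, no filter, quantile normalization or edgeR (adjusted p = 0.081, 0.064, 0.28 and 0.082). Il1b was at 0.26 ± 0.24 and Il23a at -2.18 ± 0.97, neither called (adjusted p = 0.553 and 0.138). Il23a was called without KO replicate 1 (-3.61, adjusted p = 0.0058), with quantile normalization (adjusted p = 0.042) and with sample weights (adjusted p = 0.0051). In total 2247 genes were called, 1397 higher and 850 lower, with 1007 changed more than 2-fold. The count was 4509 with sample weights and 3863 in a fit on these 6 libraries alone.

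**Figure D3:**
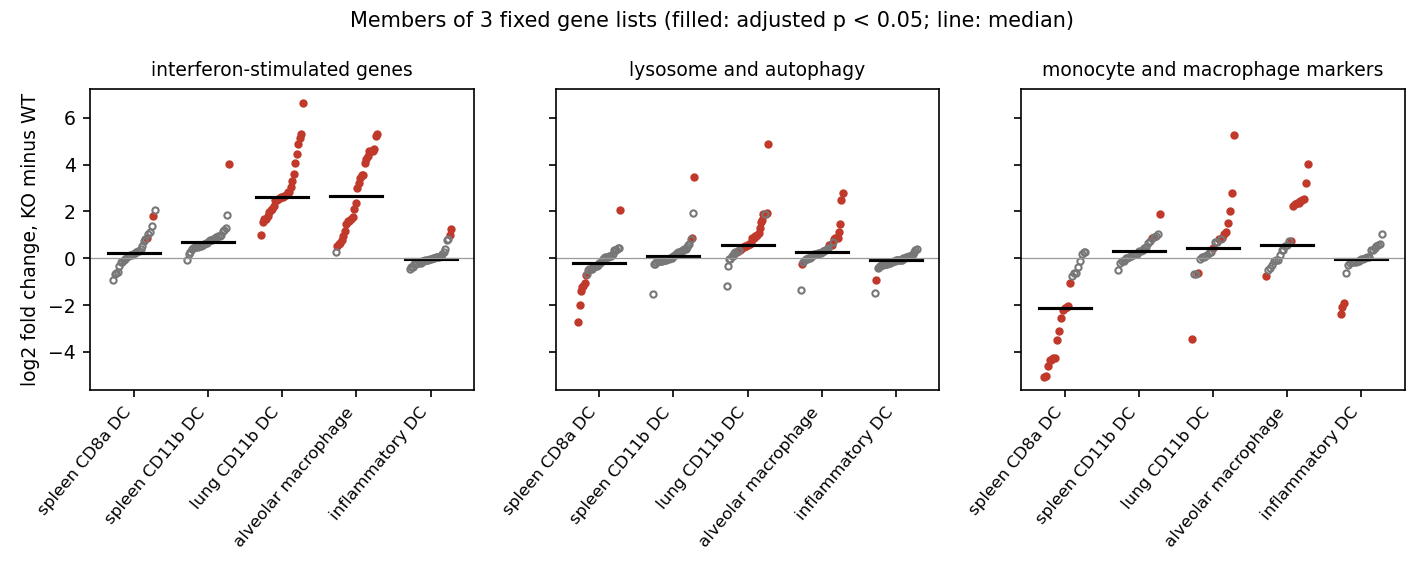
Log2 fold change, KO minus WT, of each member of 3 gene lists fixed before the data were examined, in each cell type; filled points were called and lines are list medians. Interferon-stimulated genes had medians of 2.61 in lung CD11b DCs and -0.04 in inflammatory DCs, and monocyte and macrophage markers a median of -2.13 in spleen CD8a DCs.

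Inflammatory DCs of KO and WT mice were compared after house dust mite, the only cells sampled under an allergic challenge. Of 23 genes of alternative activation, a program driven by type 2 cytokines, 4 fell, 0 rose and 19 were not called (adjusted over the list alone, 6 fell and 0 rose; camera adjusted p = 0.000121, adjusted p = 0.112 with an estimated correlation). Retnla, which encodes RELMα, fell from 3781.9 to 482.1 (log2 fold change -3.20 ± 0.63, adjusted p = 0.0052), and the lectin Cd209a from 536.6 to 88.8 (-2.69 ± 0.37, adjusted p = 0.0003), with near-identical relatives that may share its reads. Of the alveolar macrophage markers 5 of 21 fell and 0 rose (adjusted over the list alone, 9 and 1; camera adjusted p = 3.81e-06, adjusted p = 0.287 with an estimated correlation). The fatty acid carrier Fabp4, also in the list of lipid uptake, storage and efflux, changed by -2.65 ± 0.38 (adjusted p = 0.00039) and the lipid droplet gene Cidec by -3.13 ± 0.55 (adjusted p = 0.0022). In that lipid list 3 of 24 fell (3 when adjusted over the list alone; camera adjusted p = 0.0158, adjusted p = 0.439 with an estimated correlation). WT replicate 1 stood apart for such markers, with Krt79 at 3605.1 against 956.0 and 1741.1 in the other WT libraries, and Car4, chosen after its values were seen, at 12601.3 against 2937.2 and 4538.8. Among conventional DC markers 6 of 16 fell and 2 rose (adjusted over the list alone, 7 and 2; camera adjusted p = 0.00493, adjusted p = 0.4 with an estimated correlation). The falls included Ccr7, which guides DCs to lymph nodes (-1.64 ± 0.24, adjusted p = 0.00051), and the growth factor receptor Flt3 (-2.10 ± 0.36, adjusted p = 0.0016). The rises in that list included Itgax (0.79 ± 0.11, adjusted p = 0.00041).

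In glycolysis 3 of 19 genes rose in KO inflammatory DCs (6 when adjusted over the list alone; camera adjusted p = 1.31e-05, adjusted p = 0.109 with an estimated correlation), including the glucose transporter Slc2a1 (0.60 ± 0.11, adjusted p = 0.0031). Fatty acid oxidation was called as lower with a list median of -0.22, where 1 of 25 fell and 1 rose (adjusted over the list alone, 3 and 1; camera adjusted p = 0.0223, adjusted p = 0.335 with an estimated correlation). The gene that rose was Acsl1 (1.07 ± 0.16, adjusted p = 0.00053). In oxidative phosphorylation 2 of 41 fell (2 when adjusted over the list alone; camera adjusted p = 0.000236, adjusted p = 0.558 with an estimated correlation), including Ndufa4 (-0.93 ± 0.17, adjusted p = 0.0027). Phgdh, which starts serine synthesis, was the 1 of 28 amino acid and ATF4 genes that fell (-1.28 ± 0.30, adjusted p = 0.016). When adjusted over the list alone 6 fell (camera adjusted p = 0.000171, adjusted p = 0.247 with an estimated correlation). Of 29 cell cycle genes Mcm2 fell (-0.65 ± 0.17, adjusted p = 0.041), also when adjusted over the list alone (camera adjusted p = 1.33e-05, adjusted p = 0.479 with an estimated correlation). Phgdh was not called in 4 and Mcm2 in 5 of the 6 fits that left out 1 library (adjusted p = 0.052 to 0.13 and 0.0525 to 0.22), nor Mcm2 without a filter (adjusted p = 0.0561). Of 34 cytokines and chemokines 3 rose (adjusted over the list alone 4 rose and 1 fell; camera adjusted p = 0.0359, adjusted p = 0.479 with an estimated correlation), including the T cell attractant Ccl5 (384.4 to 1042.8, adjusted p = 0.0014).

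Lymphocyte markers were low in count in inflammatory DCs, and few were called. Of 16 T cell markers 3 fell (4 when adjusted over the list alone; camera adjusted p = 0.0173, adjusted p = 0.479 with an estimated correlation). Of 11 B cell markers 1 fell (5 when adjusted over the list alone; camera adjusted p = 0.00909, adjusted p = 0.329 with an estimated correlation), and of 13 NK cell markers 1 fell (2 when adjusted over the list alone; camera adjusted p = 0.0359, adjusted p = 0.4 with an estimated correlation). In the T and NK cell lists 6 and 4 members were at 0 in a group. The medians were -0.90 and -0.72, or -0.16 and -0.07 with those members at a floor of 3 reads per library. Of 5 eosinophil, basophil and mast cell markers 2 rose (2 when adjusted over the list alone; camera adjusted p = 0.0217, adjusted p = 0.287 with an estimated correlation), Ear6 from 2.2 to 10.8 and Prg2 from 0.8 to 24.0. Neither was called without WT replicate 1 (adjusted p = 0.096 and 0.097), WT replicate 3 (0.082 and 0.088) or KO replicate 1 (0.065 and 0.088), and Prg2 also not without KO replicate 2 (0.1) or by edgeR (0.0514). Interferon-stimulated genes were not called as a list (camera adjusted p = 0.356), and 2 of 28 rose (3 when adjusted over the list alone). In WT, 24 of 28 were higher in inflammatory than in lung CD11b DCs and 0 lower, with a median of 1.62.

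Among single genes in inflammatory DCs, Plcb4, a phospholipase C, rose from 3.8 ± 4.0 to 381.6 ± 48.6 (6.80 ± 0.50, adjusted p = 3.7e-08). Tmeff1 rose by 2.38 ± 0.48 and Ly6i by 2.32 ± 0.42 (adjusted p = 0.0057 and 0.0025), the latter with near-identical relatives. Fstl1 (2.39 ± 0.56, adjusted p = 0.0168), Lrrc16a, a regulator of actin capping (1.97 ± 0.53, adjusted p = 0.0401), and Spink2, a protease inhibitor gene (1.96 ± 0.53, adjusted p = 0.0394), also rose. These 3 were not called in 3, 6 and 5 of the 6 fits that left out 1 library (adjusted p = 0.063 to 0.1, 0.052 to 0.16 and 0.062 to 0.18). Lrrc16a was also not called with a pseudocount of 0.25, no filter, quantile normalization or sample weights (adjusted p = 0.214, 0.0605, 0.0669 and 0.0661), nor Spink2 with a pseudocount of 0.25 or no filter (adjusted p = 0.106 and 0.0655). The largest falls were in the lectin Cd209e (-4.59 ± 1.05, adjusted p = 0.0149), Lphn3 (-4.44 ± 0.87, adjusted p = 0.0052), the Hippo pathway co-activator Wwtr1 (-3.98 ± 0.94, adjusted p = 0.0177), Lrg1 (-3.61 ± 0.62, adjusted p = 0.0019), the actin-binding Ablim1 (-3.56 ± 0.71, adjusted p = 0.0055) and the keratin Krt79 (-3.54 ± 0.75, adjusted p = 0.0087). Cd209e and Wwtr1 were each not called in 3 of these 6 fits (adjusted p = 0.054 to 0.0905 and 0.053 to 0.13), nor with a pseudocount of 0.25 (adjusted p = 0.0563 and 0.0607), nor Wwtr1 by DESeq2 (adjusted p = 0.126). Krt79 was not called without WT replicate 1 (-3.04, adjusted p = 0.069) or KO replicate 2 (-3.10, adjusted p = 0.062). Il12b (-0.75 ± 0.39, adjusted p = 0.431), Il6 (-0.68 ± 0.55, adjusted p = 0.697), Il23a (0.54 ± 0.97, adjusted p = 0.906), Ccl17 (-0.34 ± 0.42, adjusted p = 0.841) and Il1b (0.28 ± 0.24, adjusted p = 0.721) were not called.

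In total 448 genes were called in inflammatory DCs, 193 higher and 255 lower, with 215 changed more than 2-fold. The count was 208 without WT replicate 1, 257 without WT replicate 3, 237 without KO replicate 2, 252 without KO replicate 3 and 843 with sample weights. A fit on these 6 libraries alone called 0 genes in limma, with 2119 at an unadjusted p under 0.05, while edgeR on all libraries called 449 and DESeq2 645. In none of the 5 cell types did camera call mTOR pathway components, antigen presentation and costimulation, cDC1 markers, neutrophil markers, plasmacytoid DC markers or lung epithelium, endothelium and stroma markers. Erythroid markers had too few members for a list test.

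The mean KO effect over the 5 cell types asked which transcripts differed on average. Inhba rose by 3.89 ± 0.18 on average, from 0.47 in spleen CD8a DCs to 8.40 in alveolar macrophages. The phospholipases Plcb4 (4.34 ± 0.25) and Plcb1 (2.55 ± 0.16), the elastase Mmp12 (1.65 ± 0.08), the phagocytosis bridge Mfge8 (0.91 ± 0.06), the peptidase Anpep (1.92 ± 0.14) and Itgax (0.80 ± 0.06) were also higher. So were the interferon-induced Slfn5 (1.52 ± 0.10), Usp18 (1.87 ± 0.13) and Oasl2 (2.25 ± 0.15). The largest-evidence falls were in Mtor (-1.75 ± 0.11), Rab6b (-3.85 ± 0.32), Slco2b1 (-1.78 ± 0.15), the iron carrier Trf (-1.33 ± 0.11), Mrc1 (-1.15 ± 0.07), the selenium carrier Sepp1 (-1.03 ± 0.07), Syne2 (-0.97 ± 0.08) and the peroxisomal enzyme Hsd17b4 (-0.50 ± 0.04). The lectins Clec4a3 (-1.21 ± 0.08) and Clec4a2 (-0.79 ± 0.07), close relatives of each other, fell as well. Several of these averages covered opposite directions: Mrc1 was at -4.28 in spleen CD8a DCs and 0.75 in spleen CD11b DCs. In total 2355 genes were called, 1268 higher and 1087 lower.

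Whether the KO effect differed between cell types was tested in 4 pairs. It differed for 326 genes between spleen CD8a and CD11b DCs (26 with a higher and 300 with a lower effect in CD8a DCs), and for 1659 between lung and spleen CD11b DCs (780 and 879). It differed for 2231 genes between alveolar macrophages and lung CD11b DCs (1352 and 879), and for 1734 between inflammatory DCs and lung CD11b DCs (809 and 925), a pair that also differed in treatment and sex. The interferon list differed between inflammatory and lung CD11b DCs (camera adjusted p = 3.04e-34, and adjusted p = 0.0230 with an estimated correlation). Between lung and spleen CD11b DCs these adjusted p values were 8.8e-24 and 0.0652. The other 2 pairs had camera adjusted p = 0.0396 (alveolar macrophages and lung CD11b DCs) and 0.0183 (spleen), lost with an estimated correlation (adjusted p = 0.798 and 0.780). Without spleen CD11b WT replicate 2 or either KO replicate the lung-spleen count fell, and without lung KO replicate 1 it was 2494. The spleen count fell without CD11b KO replicate 1. Fits on only the groups compared gave 68, 375 and 759 for the pairs other than alveolar macrophages against lung CD11b DCs, and sample weights gave 1114 for the last pair.

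WT cell types were compared to describe the identity of the sorted cells. In spleen, CD8a DCs were higher than CD11b DCs for all 19 cDC1 markers, including Irf8, a transcription factor that cDC1 need (3.96 ± 0.20, adjusted p = 1.1e-12), and the dead-cell receptor Clec9a (4.63 ± 0.35, adjusted p = 1e-09). They were lower for 16 of 18 cDC2 markers (1 higher), including Itgam (-4.36 ± 0.31, adjusted p = 4.3e-10). Cd8a was 6231.8 in CD8a DCs (7.82 ± 0.95, adjusted p = 1.3e-06). Other large differences were Cd207, langerin, and Pcsk5 (457.5 and 208.6, at 0 in CD11b DCs), the Wnt inhibitor Dkk3 (7.87 ± 1.11), Ptgis (6.83 ± 1.12) and Mab21l3 (6.64 ± 0.82). Lower in CD8a DCs were Mmp9 (-6.59 ± 0.97), Scel (-6.23 ± 0.52), Il1rn (-6.14 ± 0.37), Sucnr1 (-6.09 ± 1.27), Cd101 (-5.99 ± 0.60) and the lectin Cd209b (-5.98 ± 0.65). The contrast called 3062 genes, 1618 higher and 1444 lower, and 962 in a fit on these groups alone. In the same contrast 13 of 23 monocyte and macrophage markers were higher in CD8a DCs and 5 lower.

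WT lung CD11b DCs were higher than WT spleen CD11b DCs for 19 of 23 monocyte and macrophage markers (2 lower) and 17 of 21 alveolar macrophage markers (0 lower). Cd14, the lipopolysaccharide co-receptor, was 6958.7 in lung and 79.8 in spleen (6.37 ± 0.23, adjusted p = 1.9e-15). Ccl17 (8.91 ± 0.47), Retnla (8.03 ± 0.70), Ccl7 (7.81 ± 0.68), Fcrls (7.65 ± 0.47) and the collagenase Mmp13 (7.55 ± 0.86) stood among the largest rises. Markers of other cells were also higher in lung, with 11 of 16 for T cells (0 lower) and 8 of 14 for lung epithelium, endothelium and stroma (1 lower). Sftpc, the surfactant protein gene of alveolar type II cells, was 1002.0 ± 1019.0 in lung and 0 in spleen. Higher in spleen were Scn3a (-7.59 ± 0.80), Kcnj16 (-7.28 ± 0.61), Slc44a5 (-6.95 ± 0.78), the adhesion molecule Esam (-6.87 ± 1.16), Cdhr3 (-6.71 ± 0.69) and Cdh17 (-6.37 ± 1.06). The contrast called 4652 genes, 2813 higher in lung and 1839 lower, and 3049 in a fit on these groups alone. The share higher was 60.5%, but 46.9% with quantile normalization, which moved the median of all genes from 0.01 to -0.12.

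WT alveolar macrophages were higher than WT lung CD11b DCs for all 21 alveolar macrophage markers, including the tetraspanin Cd9 (3.36 ± 0.14, adjusted p = 2.6e-15) and Lpl (4.46 ± 0.21, adjusted p = 2.9e-14). T cell markers were lower for 15 of 16 (1 higher). Alveolar macrophages were also lower for 15 of 18 cDC2 (2 higher) and 15 of 16 conventional DC markers (1 higher), including Dpp4 (-5.81 ± 0.21, adjusted p = 1.3e-16). Hspa12a (9.49 ± 0.66), Vstm2a (9.21 ± 0.63), the mitochondrial carrier Ucp3 (9.18 ± 0.71), carbonic anhydrase Car4 (8.81 ± 0.82) and Mak (8.46 ± 0.66) had the largest rises, and Sema3e was 399.2 in macrophages and 0 in DCs. Arhgef10l (-7.98 ± 0.60), Tmem26 (-7.48 ± 0.40), Ifitm6 (-7.37 ± 0.41), Pglyrp1 (-7.30 ± 0.51) and the pyrin gene Mefv (-7.24 ± 0.41) were among the largest falls. The contrast called 6816 genes, 3199 higher and 3617 lower.

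WT inflammatory DCs differed from WT lung CD11b DCs in treatment and sex as well as cell type, so this contrast covers all of these. They were higher for 19 of 21 alveolar macrophage markers (0 lower), including Ctsk, cathepsin K (8.13 ± 0.47, adjusted p = 4.2e-12), and for 13 of 23 monocyte and macrophage markers (5 lower), including the efferocytosis receptor Mertk (4.69 ± 0.37, adjusted p = 5.5e-10). T cell markers were lower in inflammatory DCs for 15 of 16 (1 higher). So were 15 of 16 conventional DC markers (1 higher), including Btla (-3.71 ± 0.25, adjusted p = 5.3e-11). Fbp1, the gluconeogenic phosphatase, was 14788.3 against 6.9 (11.26 ± 0.65, adjusted p = 5.4e-12). Chi3l3, a chitinase-like gene with near-identical relatives, was 911564 against 2741.5 (8.55 ± 0.38, adjusted p = 1.4e-13). Ccdc80 (8.71 ± 0.58), Car4 (8.63 ± 0.82) and the Y-linked Ddx3y (9.43 ± 1.35) and Eif2s3y (8.85 ± 1.28) were the other large rises. Cd209b (-7.48 ± 0.53), Rab6b (-7.30 ± 0.66), Cd209c (-6.90 ± 0.51), Xist (-6.89 ± 1.68) and the lysophosphatidic acid receptor Lpar3 (-6.74 ± 0.87) fell most, and Ptger3 was at 0 in inflammatory DCs and 156.2 in lung CD11b DCs. Rab6b, a gene called lower in KO of the other cell types, was 0.3 in WT inflammatory DCs, 195.4 in WT lung CD11b DCs and 2.2 in KO lung CD11b DCs. The contrast called 6320 genes, 3152 higher and 3168 lower.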

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

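The groupings of the libraries and the tests of sex in spleen CD8a and lung CD11b DCs were chosen before their results were seen. The tests of foreign RNA, of the region around Mtor, the other tests of the interferon-stimulated genes and the fit with a term for detected genes were chosen after some or all of the values had been seen. Gene differences listed below are those with the smallest p in each pair of cell types. They were singled out because the KO effect differed between the cell types (limma).

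Between spleen CD8a and CD11b DCs the KO effect differed for 326 genes. Mrc1 (difference of log2 fold changes -5.04), Clec4a3 (-4.33), Csf1r (-3.41), Pilrb1 (-5.75) and Niacr1 (-5.83) had a lower effect in CD8a DCs. Col4a1 (6.30), Eda (4.42), Pde3b (1.75), Inpp5b (1.03) and Fcrls (3.30) had a higher effect there. Between lung and spleen CD11b DCs it differed for 1659 genes. Inhba (7.20), Bcl2l1 (2.72), Cd300lf (2.49), Socs2 (2.83) and Sp140 (1.89) had a higher effect in lung, and Fndc7 (-3.48), Zfp36l2 (-2.00), Arsb (-2.45), Mt1 (-3.29) and Pid1 (-1.48) a lower effect.

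Between alveolar macrophages and lung CD11b DCs the KO effect differed for 2231 genes. Mfge8 (3.599), Mmp12 (4.65), H2-M2 (6.67), Acer3 (2.67) and Cd300a (2.52) had a higher effect in macrophages, and Slc7a5 (-2.95), Cfb (-4.83), Tgfbi (-2.44), Daxx (-1.70) and Il1rn (-4.27) a lower effect. Between inflammatory and lung CD11b DCs it differed for 1734 genes. Inhba (-6.53), Clec7a (-2.30), Oas1a (-2.86), Ifit2 (-4.45) and Cfb (-4.67) had a lower effect in inflammatory DCs, and Pid1 (1.75), Arsb (2.39), Fndc7 (2.90) and Mctp1 (1.75) a higher effect. The 6.61 of Ptger3 restates its fall in lung, since it was at 0 in all inflammatory DC libraries. Only inflammatory DCs were given house dust mite. Their Y-linked sums were 1419.8 or more where 5 of 6 lung CD11b DC libraries had at most 1.6. Cell type, treatment and sex go together in this pair, and sex went unequally with genotype in every lung pair.

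The libraries were regrouped to ask how often a grouping of the same libraries gives as many calls. With 10 splits of 3 against 3 libraries, 1 split, the real one, reached 3471 genes in lung CD11b DCs (highest other 1013), 1 reached 2247 in alveolar macrophages (highest other 1) and 1 reached 448 in inflammatory DCs (highest other 6). For lists, 3 splits reached 9 in lung CD11b DCs (highest other 10), 2 reached 12 in alveolar macrophages (highest other 14) and 1 reached 14 in inflammatory DCs (highest other 13). For WT cells, 1 split reached 6816 between alveolar macrophages and lung CD11b DCs (highest other 1), and 1 reached 6320 between inflammatory and lung CD11b DCs (highest other 5). The smallest share that 10 splits allow is 0.1. Of 100 drawn groupings, 3 reached the 2231 genes of the macrophage and lung pair (highest other 3559), 4 the 1734 of the inflammatory and lung pair (highest other 2331) and 1 the 2355 of the mean effect (highest other 301). These shares were under 0.05. The highest other groupings of both pairs exchanged the labels in 1 cell type. The lung split with 1013 genes set the libraries with 12992 to 13173 detected genes against those with 13876 to 14407. With a term for this 3065 genes were called, and no label names a batch. The groupings do not separate genotype from sex or cell composition, which went with it.

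The 483 genes lower in KO spleen CD8a DCs held many macrophage genes, which may come from RNA of other cells in the WT sort. Sex stays open, since both KO libraries held Y-linked reads (977.3 and 3049.2) and the WT sums were at most 0.9. KO replicate 1, with fewer of these reads and with Xist, stood at 1.01 on a scale from WT (0) to KO replicate 2 (1), or at 0.908 with genes chosen on replicate 2 alone. Against the bound of 0.8 set beforehand this counted against sex, but it is 1 library, and the genes behind the 1.01 were called with it, so it excludes nothing. Foreign RNA would make these genes vary together between the WT replicates, and their median log2 ratio of replicate 2 over replicate 1 was 0.314. This decides nothing, because Vcam1, Slc40a1 and Spic had been seen to be higher in replicate 2 before the test was written, the ratio rests on 1 library each, and genes of any shared program may vary together. Foreign RNA and a loss of macrophage-like cells or transcripts in the mutant stay open as well.

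Genes near Mtor on chromosome 4 were noticed among those called in several cell types, which may reflect DNA of another strain around the targeted allele. Of 152 genes within 10 Mb, 8 were called in a single direction in at least 3 cell types, against 147 of 12230 elsewhere, a ratio of 4.38, and from 1 to 10 Mb the ratio was 2.62. Both count the calls that drew attention to the region, so they bear out neither foreign DNA nor an effect of the deletion on its neighbours. By cell type the ratio of called genes was 6.47 in spleen CD11b DCs, 1.94 in spleen CD8a DCs, 1.25 in lung CD11b DCs and 0.573 in inflammatory DCs (3 of 152 genes), and 23.7% against 17.0% were called in alveolar macrophages. In inflammatory DCs a segment carried by KO alone would also be due. Both explanations stay open, and no genotype at these positions was used here.

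Interferon-stimulated genes were higher in all 3 KO libraries of lung CD11b DCs and of alveolar macrophages, with list medians of 2.61 and 2.67. In lung CD11b DCs the tables argue against sex, because the KO libraries with Y-linked sums of 0.8 and 1.3 had a median of 2.60. They also argue against plasmacytoid DCs or lymphocytes, whose lists had a highest median of 0.215. They argue against another of the sorted types, as 92.9% of the genes (26 of 28) exceeded every WT mean. Monocytes were not tested and stay open, as 9 of 23 monocyte and macrophage markers rose, Ly6c2 among them, and 2 fell. In alveolar macrophages sex stays open, since all 3 KO libraries held Y-linked reads and the lowest median of a library was 1.86. Plasmacytoid DCs and lymphocytes stay open too. T cell markers were up by a median of 2.23 though low in count, a rise seen before the test was written. Medians were 0.873 for plasmacytoid DC, 0.891 for NK cell and 0.584 for B cell markers. Of these, 4 of 14, 4 of 13 and 2 of 11 rose and 0 fell. Camera called none of these 3 lists (adjusted p = 0.0563, 0.0535 and 0.22).

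For alveolar macrophages a first test of another sorted type found 0 of 28 genes above the highest WT mean, which allowed that explanation. A later test, with bounds of 0.5 and 1 chosen after values had been seen, compared the cells needed with those allowed. The best source, KO lung CD11b DCs, would have to be 13.0% of the cells. Its abundant genes allow 5.40%, a ratio of 0.414. Neither share has a spread, so another type stays open. Lymphocytes like those in the WT lung sort would bring a median of 17.2% of the rise, which does not exclude KO lymphocytes exposed to interferon. Whether loss of Mtor acts in the cells themselves or through interferon in the tissue was not tested.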

How the results depend on the processing

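The alternatives were chosen before the data were seen, except fits without sex-linked genes, without the Mtor region, on libraries of a single sex, with a term for detected genes and with a spleen block, which were chosen after. The number in each sample title occurs once, so the labels pair no libraries, and KO and WT libraries were not paired. Y-linked sums and Xist were alike in KO spleen CD8a and CD11b DCs (977.3 and 3619.7 against 932 and 3092.4 in replicate 1, 3049.2 and 12 against 3295.1 and 21.4 in replicate 2), as they would be if both subsets came from the same mice. The difference of replicate 2 from replicate 1 correlated between the subsets at 0.0529 in WT and 0.0158 in KO over tested genes without sex-linked genes, and at 0.165 and 0.108 over those with a spleen mean of at least 50. A spleen replicate block gave 413 genes for the spleen difference of effects (326 without it), 3436 for the WT spleen contrast (3062 without it) and 2165 for the mean effect (2355 without it), and changed no call of a named gene. Whether the subsets share mice stays unknown, and shared mice would also raise the overlap of their calls. Leaving out a spleen library leaves 1 in its arm, and that lone sample is then assumed to vary like the other groups. Of 645 named results 625 were called, and 0 of the called results reversed.

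Mtor kept its direction throughout. In inflammatory DCs it was called with a pseudocount of 8 (-0.718, adjusted p = 0.0482), with sample weights (-0.714, adjusted p = 0.0283), by edgeR (-0.737, adjusted p = 0.0477) and by DESeq2 (-0.742, adjusted p = 0.0161). In lung CD11b DCs it lost its call with sample weights (-0.701, adjusted p = 0.112) and with the term for detected genes (-0.629, adjusted p = 0.0515). In limma fits on only the groups compared it lost its call in lung CD11b DCs (-0.700, adjusted p = 0.199), spleen CD8a DCs (-2.926, adjusted p = 0.155) and spleen CD11b DCs (-2.361, adjusted p = 0.233). Leaving out 1 library gave -3.306 to -2.546 in spleen CD8a, -2.554 to -2.168 in spleen CD11b, -0.864 to -0.416 in lung CD11b and -0.800 to -0.654 in inflammatory DCs. It gave -2.137 to -1.871 in alveolar macrophages and -1.824 to -1.672 for the mean.

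Counts of called genes moved with sample weights to 652 in spleen CD11b DCs, 1897 in lung CD11b DCs, 4509 in alveolar macrophages, 843 in inflammatory DCs and 1114 for the difference between inflammatory and lung CD11b DCs. DESeq2 gave 361 in spleen CD11b DCs. The cause was not tested. Fits on only the groups compared use fewer samples to estimate the spread. In limma they gave 0 in spleen CD8a (2253 at unadjusted p under 0.05), 0 in spleen CD11b (2148) and 0 in inflammatory DCs (2119), where DESeq2 on all libraries gave 801, 361 and 645. They gave 856 in lung CD11b DCs, 3863 in alveolar macrophages, 962 and 3049 for the WT spleen and lung against spleen contrasts, and 68, 375 and 759 for the effect differences within spleen, of lung against spleen and of inflammatory against lung DCs. Libraries of a single sex gave 208 in inflammatory DCs and 4262 in lung CD11b DCs. Without sex-linked genes the counts were 678, 196, 3475, 2243 and 450, and without the Mtor region 664, 179, 3414, 2205 and 446, in the order spleen CD8a, spleen CD11b, lung CD11b, macrophage and inflammatory DCs.

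Leaving out 1 library gave 369 to 605 genes in spleen CD8a, 28 to 224 in spleen CD11b, 2786 to 4262 in lung CD11b and 208 to 412 in inflammatory DCs, 1678 to 1826 in macrophages and 1898 to 2785 for the mean. The effect differences ranged from 213 to 380 (spleen), 792 to 2494 (lung and spleen), 1739 to 2796 (macrophages and lung) and 1243 to 2514 (inflammatory and lung). In WT the ranges were 2147 to 2465 (spleen), 3194 to 4624 (lung and spleen), 6026 to 6439 (macrophages and lung) and 5581 to 5989 (inflammatory and lung). The share higher in WT lung over spleen CD11b DCs was 60.5%, but 46.9% after quantile normalization and 50.4% after 75th percentile scaling.

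List calls were fewer with an estimated correlation, at 1, 0, 1, 1 and 0 in the same order of cell types. The preset correlation was 0.01, and the estimated values were higher. Fry called 8, 2, 10, 14 and 8, where camera called 12, 7, 9, 12 and 14. In lung CD11b DCs fry added mTOR pathway components, cDC2 and lung epithelium lists. In alveolar macrophages it added the plasmacytoid DC, NK cell, neutrophil, eosinophil and lung epithelium lists, and in inflammatory DCs cDC2 markers. Among genes with a mean of at least 50, camera called 9 in inflammatory DCs.

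Reversals were confined to cytokines that were not called. Il23a in lung CD11b DCs was at 0.069 with a pseudocount of 8, 0.624 after quantile normalization, 0.308 by edgeR, 0.320 by DESeq2 and 0.335 with the term for detected genes. Ccl17 in spleen CD11b DCs was at -0.005 with a pseudocount of 0.25, -0.041 after quantile normalization and -0.013 after 75th percentile scaling. Single-sex libraries gave -0.116 for Il23a and 0.279 for Ccl17 in inflammatory DCs. Leaving out 1 library gave -0.463 to 0.878 for Il6 and -0.100 to 0.920 for Ccl17 in spleen CD8a DCs. In spleen CD11b DCs it gave 0 to 1.969 for Il23a, -0.043 to 0.567 for Il12b, -0.132 to 0.247 for Il1b, -0.326 to 0.434 for Il6 and -0.579 to 0.614 for Ccl17. It gave -0.712 to 0.799 for Il23a in lung CD11b DCs. In inflammatory DCs it gave -0.116 to 1.032 for Il23a, -0.070 to 0.571 for Il1b and -0.954 to 0.279 for Ccl17. The cause was not tested.

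Il23a was at 0 in all spleen CD8a DC libraries, which held 7.37 to 10.1 M reads. At 8.80 to 9.18 M reads WT alveolar macrophages had a mean of 29.2 normalized counts, so a rise to that level would have been seen. Smaller changes could have gone unseen, and whether depth explains the counts of 0 was not tested.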

Other observations

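The overlap of calls between cell types was chosen before the data were seen, and the genes shown per library were chosen after. No gene was called in a single direction in all 5 cell types, and 10 were higher and 10 lower in 4 of them. The higher genes included Cox6a2, a cytochrome c oxidase subunit (3.21 in spleen CD8a, 4.56 in spleen CD11b and 5.07 in lung CD11b DCs, 2.02 in alveolar macrophages), and Plcb4 (3.57 in spleen CD11b DCs, 4.57 in lung CD11b DCs, 5.62 in alveolar macrophages, 6.80 in inflammatory DCs). Itgax and the translation regulator Larp1 were also among them. The lower genes included Mtor, Rab6b, the transporter Slco2b1, the iron carrier Trf and Miip. Genes called in 3 cell types numbered 89 higher and 61 lower. Lung CD11b DCs and alveolar macrophages shared 433 higher genes, where 168.1 were expected by chance, and 300 lower genes, where 119.3 were expected. In total 17 of 20 overlaps had an adjusted p under 0.05.

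WT inflammatory DCs stood close to KO cells of other types for a few of these genes. Cox6a2 was 13.3, 31.1 and 21.0 in WT and 49.8, 31.8 and 20.1 in KO inflammatory DCs. Rab6b had a mean of 0.3 in WT inflammatory DCs, 195.4 in WT lung CD11b DCs and 2.2 in KO lung CD11b DCs. For Cox6a2, lung CD11b DCs had 3.3, 1.1 and 0.8 in WT and 54.3, 102.6 and 103.2 in KO. Zfp534, near Mtor and with near-identical relatives, had a mean of 7.8 in WT inflammatory DCs and 0 in the other WT groups. The labels call the WT mice littermates, and whether those of the inflammatory DCs came from another cross was not tested, so differences of WT inflammatory DCs from other WT cells at these genes are uncertain.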
